A study of Homo sapiens with 9 samples.

How the data were processed

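RNA was sequenced from 9 libraries of K562 cells, a human erythroleukaemia line that expresses haemoglobin genes. The cells carry a recruitment system of 3 stably expressed parts. These are dCas9, which binds DNA at a guide RNA (sgRNA) without cutting it, an MS2-Fkbp fusion, and SS18-Frb, a fusion of the BAF chromatin remodelling subunit SS18. Rapamycin joins Fkbp to Frb and so brings the SS18 fusion to the guide's site. Rapamycin also inhibits mTORC1 in any cell, with or without a targeting guide.

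Per the labels, the cells carried either a guide to the HBG1 promoter or a non-targeting guide and received 10 nM rapamycin or DMSO for 24 h. Libraries were prepared from poly-T selected RNA with a NEBNext Ultra kit, per the labels' protocols. The authors deposited one table of whole-number read counts per Ensembl gene, with 1 column per library. The labels and the table's header state no aligner, counting program, genome build, annotation release, strand setting or treatment of reads that map to several places. The table holds 58347 gene IDs. Of these, 58039 (99.47%) were found in GENCODE 29, which gave symbols and GRCh38 positions, and 308 IDs have no symbol here. All positions are those of GENCODE 29 and not of the deposited table.

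The unstated counting bears on several genes. HBG1 and HBG2 are near-identical copies, as are HBA1 and HBA2, so their reads may have been divided between the copies or dropped, and the sum of HBG1 and HBG2 is given beside each. HBD overlaps HBBP1, HBE1 overlaps the long annotated span of HBG2, and HBM overlaps HBZ. Antisense genes share their position with another gene, and without a stated strand setting their counts are uncertain. Counts of SS18, FKBP1A and MTOR, the endogenous genes of the construct parts, may include reads of the introduced fusions.

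Groups and replicate numbers came from the sample titles. The groups were HBG1 sgRNA with rapamycin (n = 3), HBG1 sgRNA with DMSO (n = 3), non-targeting sgRNA with rapamycin (n = 2, replicates 1 and 2) and non-targeting sgRNA with DMSO (n = 1, replicate 2). Any further non-targeting library was not analysed here. No pair of replicates was a repeat of one library: the chi-square statistic per gene between replicates ran from 4.74 to 18.6, and Pearson correlations of log2 CPM across genes ran from 0.989 to 0.994.

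Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr by group at its minimum count of 10, which left 23675 genes. Libraries were scaled with TMM, whose factors ran from 0.977 to 1.02. Levels in the text are TMM-scaled CPM, computed here from the deposited counts. All 9 libraries entered one quasi-likelihood fit (glmQLFit, glmQLFTest) with 1 mean per group and a shared estimate of the spread. A gene was called at an adjusted p under 0.05, with Benjamini-Hochberg adjustment over all tested genes. Standard errors are the log2 fold change divided by the square root of the F statistic.

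Tests were made for rapamycin against DMSO with the HBG1 sgRNA, for HBG1 against non-targeting sgRNA under rapamycin, and for the interaction, which is the difference between the rapamycin changes with each guide. The interaction includes a group of 1 library, whose spread was taken from the other groups. Comparisons that set a group against the single non-targeting DMSO library are given as fold changes with no p-value or call. The summed HBG1 and HBG2 level was compared with two-sided exact permutation tests on log2(CPM + 1).

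These tests, 15 genes of interest (12 haemoglobin locus genes, SS18, FKBP1A and MTOR), 4 gene lists and a naming rule were fixed before the data were examined. The rule names the 5 highest and 5 lowest log2 fold changes per test among called genes with a mean log2 CPM of at least 1, a symbol and, for the group comparisons, no overlap of CPM between arms. The lists hold ATF4 targets of the amino acid response (30 genes), cholesterol synthesis genes (24), glycolysis genes (22) and erythroid genes (38). They were tested with limma 3.58.1 camera on voom values at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 4 lists, and again with fry and with camera at an estimated correlation.

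Whether replicate numbers pair the libraries was checked over 11866 genes with a mean log2 CPM of at least 3. Deviations from the group means of same-numbered HBG1 sgRNA libraries correlated across genes at 0.549, 0.275 and 0.230 for replicates 1, 2 and 3, all above the limit of 0.1 set for pairing. By that limit the numbers pair the rapamycin and DMSO libraries with the HBG1 sgRNA. The tests above, set before this check, have no term for the pairs, so their counts and calls are unpaired, and fits with replicate number as a block are alternatives to them. Pairing with the non-targeting sgRNA could not be checked with 1 DMSO library. Between guides under rapamycin the values were -0.055 and -0.064, so the check found no pairing across guides. The deviations of the 2 non-targeting libraries mirror each other, so these values are not separate checks and do not exclude pairing. Replicate 1 stood apart. Replicates 2 and 3 also correlated when crossed (0.255 and 0.190), above the same limit, so the check does not show that numbers 2 and 3 pair. Blocks and pairs below follow the numbers as labelled.

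The scripts were tested on simulated counts drawn from the libraries' means and sizes, with 22530 genes passing the filter. Of 100 genes changed 2-fold, 89 were called between rapamycin and DMSO with the HBG1 sgRNA, 82 between guides under rapamycin and 57 in the interaction. Of 100 genes changed 4-fold, 100, 99 and 88 were called. Unchanged genes gave 12, 14 and 18 calls. With 200 genes changed, the adjustment was easier to pass than in a test with few calls, so these shares may be too high for such a test.

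Alternatives covered the scaling (DESeq2 size factors, total counts, scaling without haemoglobin genes), the filter (none, or at least 10 counts in every library), the test (DESeq2 1.42.0 Wald test), the libraries in the fit, a block for replicate number, an additive model, a fold change limit, the pseudocount and leaving out each library. A block within each guide and a test limited to genes that overlap no other tested gene were added after seeing the data.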

Results

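The libraries held between 19797409 and 31619671 counts each. With the HBG1 sgRNA, replicates 1, 2 and 3 had 19797409, 20600731 and 30107349 counts under rapamycin and 31619671, 28622942 and 20190749 under DMSO. With the non-targeting sgRNA, the rapamycin libraries had 25490127 and 21940067 counts and the single DMSO library had 23487438. The 10 most abundant genes took 7.18% to 9.91% of counts, and the haemoglobin genes took 3.22% to 5.66%. Values for the non-targeting DMSO group come from 1 library and have no replicate error.

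The study asked whether endogenous BAF complex, brought to the HBG1 promoter by rapamycin, raises HBG1 expression. HBG1 (ENSG00000213934) is a fetal gamma-globin gene at chromosome 11, 5248079 to 5249859 (GRCh38, GENCODE 29), on the minus strand, so its promoter lies past the 5249859 end. Its near-identical copy HBG2 (ENSG00000196565) is annotated from 5253190 to 5505605 on the same strand. The sgRNA's own position was not analysed here, nor was whether it also matches the HBG2 promoter, so the values below do not separate an effect at 1 promoter from an effect at both. The guide of each library was taken from its label and not checked by another measurement, and the direction of each difference between guides rests on it.

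With the HBG1 sgRNA, HBG1 stood at 296 ± 150 CPM (SD, n = 3) under DMSO and 1930 ± 469 CPM (SD, n = 3) under rapamycin. HBG2 stood at 430 ± 162 CPM under DMSO and 2730 ± 596 CPM under rapamycin (SD, n = 3 each). In the non-targeting libraries HBG1 was far higher, at 8900 ± 65.3 CPM (SD, n = 2) under rapamycin and 8230 CPM under DMSO. HBG2 there was at 12000 ± 131 CPM (SD, n = 2) and 11200 CPM. As a percentage of the mean of the 3 non-targeting libraries, the summed HBG1 and HBG2 level was 3.56 ± 1.53 (SD, n = 3) with the HBG1 sgRNA under DMSO and 22.8 ± 5.21 (SD, n = 3) with it under rapamycin.

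**Figure D1:**
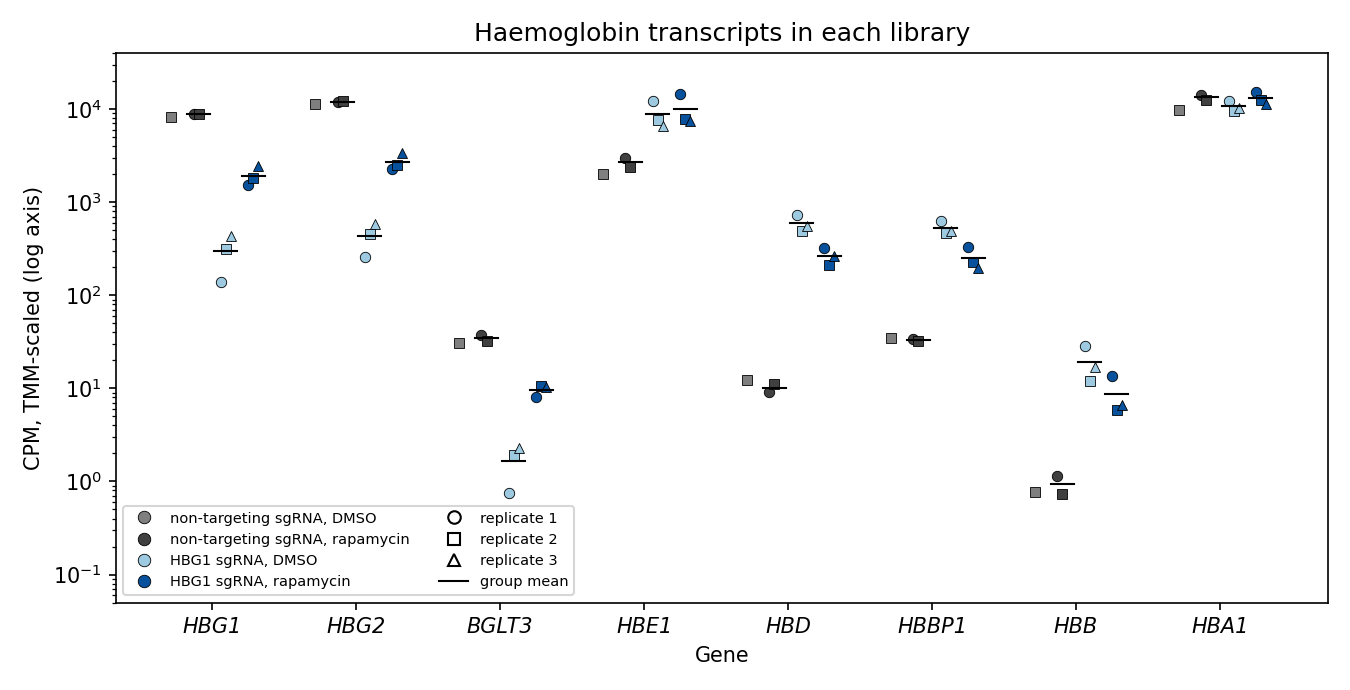
TMM-scaled CPM on a log axis for 8 haemoglobin locus genes in each of the 9 libraries, with colour for guide and treatment, marker shape for replicate and a bar for each group mean of more than 1 library. HBG1 under rapamycin with the HBG1 sgRNA (mean 1930 CPM) sits above DMSO with the same guide (296 CPM) and below the non-targeting libraries (8230 CPM or more).

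Rapamycin raised both genes over DMSO with the HBG1 sgRNA, by more than the spread between replicates. The log2 fold change of HBG1 was 2.71 (SE 0.28, adjusted p 7.23e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), a 6.54-fold rise. For HBG2 it was 2.67 (SE 0.21, adjusted p 2.21e-05). By replicate pair, HBG1 rose 11.2-fold, 5.78-fold and 5.61-fold in pairs 1, 2 and 3, and HBG2 rose 8.87-fold, 5.51-fold and 5.87-fold. The alternative that moved these values most was an additive model over both guides, at 1.84 for HBG1 and 1.80 for HBG2. BGLT3 (chromosome 11, 5244554 to 5245546), a non-coding RNA gene next to HBG1, rose from 1.66 ± 0.815 to 9.72 ± 1.41 CPM (SD, n = 3 each), with a log2 fold change of 2.60 (SE 0.26, adjusted p 5.62e-05).

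Other genes of the locus fell or changed little. HBD (5232678 to 5243657) fell from 593 ± 126 to 266 ± 54.1 CPM (SD, n = 3 each), with a log2 fold change of -1.16 (SE 0.14, adjusted p 2.85e-04). The pseudogene HBBP1 (5241105 to 5243537), whose span overlaps that of HBD, had a log2 fold change of -1.06 (SE 0.15, adjusted p 5.18e-04). HBB (5225464 to 5229395) fell from 19.3 ± 8.63 to 8.69 ± 4.26 CPM (SD, n = 3 each), with a log2 fold change of -1.16 (SE 0.31, adjusted p 0.0308). This call was lost under 6 of its 20 alternatives, 4 of which left out 1 library (rapamycin replicate 2 or 3, DMSO replicate 1 or 3), with adjusted p up to 0.150. HBE1 (5268345 to 5505652, nearly all of it overlapping the HBG2 span) stood at 8820 ± 3070 and 9940 ± 4030 CPM (SD, n = 3 each) and was not called (log2 fold change 0.17, SE 0.22, adjusted p 0.723). On chromosome 16, HBQ1 rose by a log2 fold change of 0.67 (SE 0.15, adjusted p 0.0111), a call lost without DMSO replicate 2 (0.0675) or 3 (0.0626). HBA1, HBA2, HBZ and HBM, each between 0.27 and 0.28, were not called, nor were SS18, FKBP1A and MTOR, at log2 fold changes of 0.27, -0.23 and 0.06. These calls depended on the pairing of the libraries. With replicate number as a block on these 6 libraries, HBE1 (0.16, adjusted p 0.0423), HBA1 (0.28, 0.002), HBA2 (0.28, 0.00209), HBZ (0.27, 0.00294), HBM (0.26, 0.00582) and SS18 (0.27, 0.00296) passed as higher and FKBP1A (-0.22, 0.0213) as lower, while MTOR did not pass (0.06, 0.520). HBE1 rose in 3 of 3 pairs, by log2 changes of 0.24, 0.06 and 0.16. These rises were not particular to the HBG1 sgRNA. With the non-targeting sgRNA the untested rapamycin changes were 0.41 for HBE1, 0.44 for HBA1 and for HBA2, and 0.39 for HBZ. They were 0.37 for HBM and 0.45 for SS18, while FKBP1A was at -0.02. Of the 15 genes of interest, 7 passed over all genes tested and 10 passed when adjusted over the list alone.

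**Figure D2:**
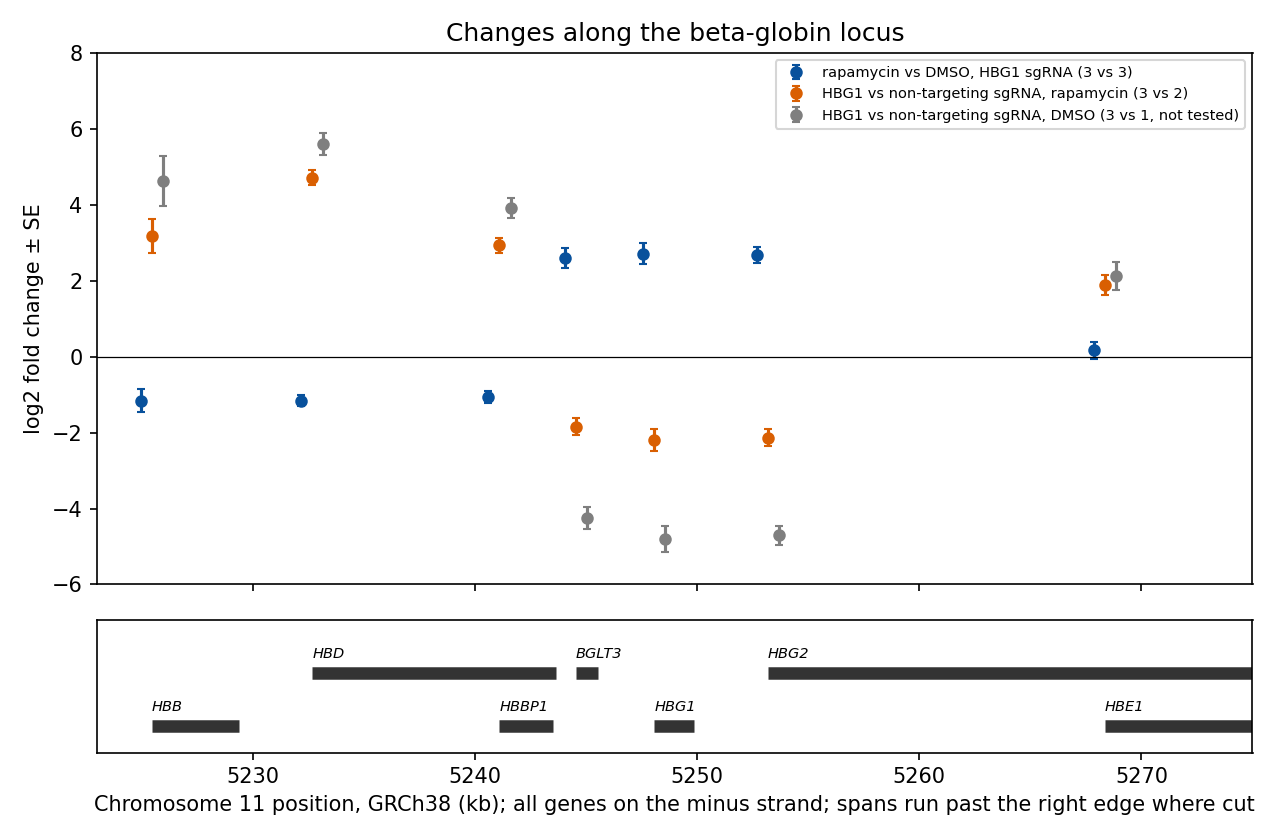
Log2 fold changes with standard errors along chromosome 11 (GRCh38, kb) for 3 comparisons, slightly offset sideways at each gene's start, above a map of the annotated gene spans, all on the minus strand. BGLT3, HBG1 and HBG2 lie above 0 for rapamycin against DMSO (2.60, 2.71 and 2.67) and below 0 for HBG1 against non-targeting sgRNA under rapamycin (-1.84, -2.20 and -2.13), while HBB, HBD and HBBP1 show the opposite signs.

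Across the genome, 1609 of 23675 genes passed the threshold between rapamycin and DMSO with the HBG1 sgRNA, 650 higher and 959 lower. Among them, 110 changed at least 2-fold, 91 higher and 19 lower, and the median absolute log2 fold change of called genes was 0.44. At an unadjusted p under 0.05 there were 4933 genes, against 1184 expected by chance. The block for replicate number, fitted on these 6 libraries alone, called 3441 genes, against 1377 on the same libraries without it. The count fell to 664 without HBG1 sgRNA DMSO replicate 2, to 693 without HBG1 sgRNA rapamycin replicate 3 and to 749 without HBG1 sgRNA DMSO replicate 3.

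After HBG1, HBG2 and BGLT3, the largest rises under the naming rule were AC113554.1 on chromosome 17 (63484823 to 63521848, overlapping ACE) and ABTB1 on chromosome 3 (127672935 to 127680920). Their log2 fold changes were 1.85 (SE 0.31, adjusted p 2.10e-03) and 1.69 (SE 0.24, adjusted p 5.80e-04). The largest falls were CHAC1 (-1.56, SE 0.37, adjusted p 0.0183), DDIT4 (-1.55, SE 0.17, adjusted p 1.32e-04), DDIT4-AS1 (-1.50, SE 0.20, adjusted p 3.37e-04), TBX10 (-1.34, SE 0.35, adjusted p 0.0302) and DDN (-1.26, SE 0.21, adjusted p 2.05e-03). DDIT4-AS1 (chromosome 10, 72274915 to 72275980) is antisense to and within DDIT4 (72273920 to 72276036), so its counts may be reads of DDIT4. CHAC1 and TBX10 lost their calls when some single libraries were left out, with adjusted p up to 0.0986 and 0.130 without HBG1 sgRNA rapamycin replicate 3.

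All 4 gene lists passed camera at the preset correlation between rapamycin and DMSO with the HBG1 sgRNA. All 30 ATF4 genes were lower, with a median log2 fold change of -0.53 (camera adjusted p 1.23e-33), and 25 of them passed over all genes tested (28 adjusted over the list alone). Glycolysis genes were lower in 20 of 22 cases, with a median of -0.24 (camera adjusted p 2.48e-09), and 11 passed (14 adjusted over the list alone). Cholesterol synthesis genes were lower in 18 of 24 cases, with a median of -0.16 (camera adjusted p 4.11e-05), and 10 passed (11 adjusted over the list alone). Erythroid genes were higher in 32 of 38 cases, with a median of 0.14 (camera adjusted p 1.28e-05), and 10 passed (13 adjusted over the list alone). The ATF4 and glycolysis lists held under fry (adjusted p 0.00064 each) and under camera with an estimated correlation (0.0174 each). The cholesterol list held under fry (0.0293) but not at an estimated correlation (0.0980), and the erythroid list held under neither (0.175 and 0.266). Its median moved to 0.04 without HBG1 sgRNA rapamycin replicate 1, to 0.09 without HBG1 sgRNA DMSO replicate 2 and to 0.24 without HBG1 sgRNA DMSO replicate 1.

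The guides were then compared under rapamycin, where 3 HBG1 sgRNA libraries stand against 2 non-targeting libraries. In this test 7 genes passed, 4 higher and 3 lower with the HBG1 sgRNA, and 1484 passed at an unadjusted p under 0.05, against 1184 expected by chance. All 7 lie in the beta-globin locus. HBG1 was 4.61-fold lower (log2 fold change -2.20, SE 0.29, adjusted p 4.99e-03), and HBG2 was 4.39-fold lower (-2.13, SE 0.22, adjusted p 3.18e-04). BGLT3 had a log2 fold change of -1.84 (SE 0.22, adjusted p 2.25e-03). HBD was 26.4-fold higher, at 266 ± 54.1 CPM (SD, n = 3) against 10.1 ± 1.34 CPM (SD, n = 2), with a log2 fold change of 4.72 (SE 0.21, adjusted p 3.32e-09). The remaining higher genes were HBB (3.18, SE 0.46, adjusted p 0.0136), HBBP1 (2.93, SE 0.19, adjusted p 5.23e-07) and HBE1 (1.89, SE 0.27, adjusted p 0.0122). Without HBG1 sgRNA rapamycin replicate 2, HBG1 was no longer past the threshold (log2 fold change -2.17, adjusted p 0.0597). Over its 17 alternatives with a test, the adjusted p of HBG1 ran up to that value. The alternative that moved the count most was the fit without a filter, with 91 genes. Of the 15 genes of interest, 7 passed over all genes tested and 8 adjusted over the list alone. None of the 4 lists passed (0 lists, with 0 at an unadjusted p under 0.05, camera adjusted p 0.493 to 0.981), but 2 passed without HBG1 sgRNA rapamycin replicate 1.

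Under DMSO the 3 HBG1 sgRNA libraries were set against 1 non-targeting library, without a test. The log2 fold changes were -4.80 for HBG1, -4.71 for HBG2 and -4.26 for BGLT3, and 5.59 for HBD, 4.63 for HBB, 3.92 for HBBP1 and 2.12 for HBE1. Signs were the same as under rapamycin for each of these 7 genes.

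With the non-targeting sgRNA, rapamycin against DMSO gave log2 fold changes of 0.11 for HBG1 (SE 0.39), 0.09 for HBG2 (SE 0.30) and 0.19 for BGLT3 (SE 0.29), also untested. The interaction asked whether the rapamycin change differed between guides, with the spread of the single non-targeting DMSO library taken from the other groups. Of all genes, 1 passed, HBG2, with an interaction of 2.57 (SE 0.35, adjusted p 0.035), and 678 genes had an unadjusted p under 0.05, against 1184 expected by chance. HBG1 had an interaction of 2.60 (SE 0.46) and did not pass over all genes tested (adjusted p 0.276). Adjusted over the list alone, 5 of the 15 genes of interest passed: HBG2 (adjusted p 2.21e-05), BGLT3 (7.92e-05), HBG1 (0.000175), HBBP1 (0.0107) and HBD (0.0334). With replicate number as a block within each guide, a fit chosen after seeing the data, these 5 genes were the only ones that passed over all genes tested. Their adjusted p was 1.67e-11 for HBG1 (interaction 2.71), 2.46e-14 for HBG2, 3.39e-06 for BGLT3, 0.000539 for HBBP1 and 0.00166 for HBD. This fit follows the pairing found with the HBG1 sgRNA and holds 1 non-targeting pair, whose pairing was not checked. The planned block over all 9 libraries takes replicate effects as shared across guides, which the pairing check did not find, and passed 3 genes, HBG1 (interaction 2.45, adjusted p 4.97e-05), HBG2 and BGLT3. Adjusted p values for HBG1 ran from 1.28e-96 to 1 over its 8 alternatives with a test. HBG2 was no longer past the threshold under 3 of its 8 alternatives, with adjusted p of 0.0662 to 0.291.

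The exact permutation test planned for the summed HBG1 and HBG2 level set the 3 HBG1 sgRNA rapamycin libraries against the 6 others. It gave a log2 difference of 0.30 (two-sided exact p 0.786, 84 splits), since the 6 others include both the lowest and the highest libraries. Against the 3 HBG1 sgRNA DMSO libraries alone the difference was 2.76, with all 3 rapamycin libraries higher (exact p 0.1, the smallest that 20 labelings allow). A comparison of all 6 HBG1 sgRNA libraries with all 3 non-targeting libraries, chosen after the values were seen, gave -3.53 (two-sided exact permutation p 0.0238). It counts the 6 libraries as independent, although same-numbered libraries correlate, so this p-value may be too small.

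Rapamycin changes outside the haemoglobin genes were compared between guides, which share no libraries. Across the 1602 such genes called with the HBG1 sgRNA, 1566 (97.8%) had the same sign with the non-targeting sgRNA, with Pearson's r of 0.864 and Spearman's rho of 0.869. The slope through the origin was 0.75 across these genes, which were selected by their change with the HBG1 sgRNA. Across all 23663 such genes tested, 68.0% had the same sign, with r of 0.189, rho of 0.365 and a slope of 0.374. Genes are not independent replicates, so no p-value is given.

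**Figure D3:**
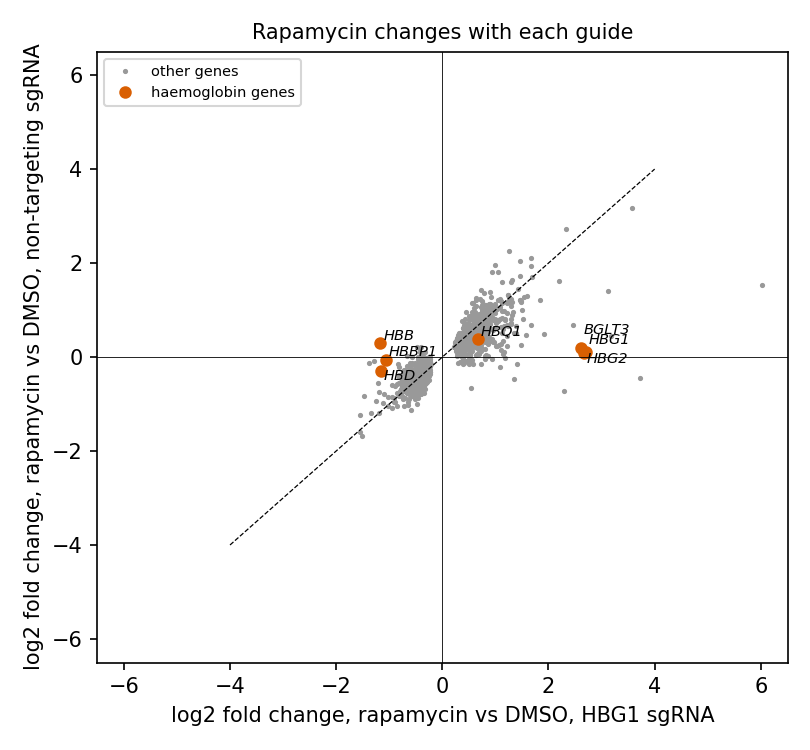
Log2 fold changes of rapamycin against DMSO with the HBG1 sgRNA (x axis) and with the non-targeting sgRNA (y axis, 2 libraries against 1) for the genes called with the HBG1 sgRNA, with haemoglobin locus genes in orange and a dashed line of equal change. Of the genes outside haemoglobin 97.8% have the same sign on both axes, with a slope through the origin of 0.75, below the line's, while HBG1, HBG2 and BGLT3 lie at 2.60 or more on the x axis and at 0.09 to 0.19 on the y axis.

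Within 1 Mb of HBG1 the annotation lists 141 genes, of which 37 were tested, 7 of them globin locus genes. Among the 30 others, 8 had an unadjusted p under 0.05 and 2 passed between rapamycin and DMSO with the HBG1 sgRNA, the olfactory receptor genes OR51I2 (log2 fold change -0.82, adjusted p 0.0447) and OR52D1 (-0.75, adjusted p 0.0294). Both lie within the annotated span of HBG2 and were named after their values were seen. OR51I2 lost its call under 7 alternatives and OR52D1 under 4, with adjusted p up to 0.142 and 0.106. Between guides under rapamycin 0 of the 30 passed, with 2 at an unadjusted p under 0.05. In the interaction 0 passed, with 3 at an unadjusted p under 0.05.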

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

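The tests in this part were chosen after the results were seen. No group holds more than 3 libraries, so no library was tested as an outlier of its group.

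HBG1, HBG2, BGLT3, HBD and HBBP1 drew attention because rapamycin changed them differently with each guide. Their interactions were 2.60, 2.57, 2.42, -0.87 and -0.99 on the log2 scale, all past the threshold when adjusted over the 15 genes of interest alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and only HBG2 past it over all genes tested in the fit without a block. With replicate number as a block within each guide, which leaves 1 non-targeting pair, all 5 interactions kept their direction. HBG1, HBG2 and BGLT3 rose, and HBD and HBBP1 fell, in 3 of 3 HBG1 sgRNA replicate pairs.

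For the rise of HBG1, HBG2 and BGLT3, 3 technical explanations are argued against by the tables. Scaling shifts all genes of a library alike, but under total count scaling the median interaction of all tested genes was -0.007. Over 4 scalings the smallest value among the 3 genes was 2.42, although TMM factors of 0.977 to 1.02 left the scalings little room to differ. Reads divided differently between the near-identical HBG1 and HBG2 would cancel in their sum, but the summed CPM had an interaction of 2.66. If the non-targeting DMSO library had in truth been treated with rapamycin, the rapamycin changes of other genes would vanish with that guide, but across the called genes they correlated with those of the HBG1 sgRNA at 0.864.

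What stays open is the level of HBG1 and HBG2 in that single library. It differed by -6.73% from the mean of the 2 non-targeting rapamycin libraries, but with 1 library an unusual level there cannot be told apart from a typical one. Recruitment of the SS18 fusion to the guide's site, which the design intends, may account for the difference between guides. Cells with the guide but without the fusion were not analysed here, so that explanation was not tested. For HBD and HBBP1, whose interactions are smaller and whose spans overlap, no separate explanation was tested.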

How the results depend on the processing

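Rapamycin against DMSO with the HBG1 sgRNA kept HBG1, HBG2 and BGLT3 higher and past the threshold under all 20 alternatives tried for each, with adjusted p up to 0.00283, 0.00168 and 0.00466 (the additive model, which averages over both guides). Between guides under rapamycin, HBG2, BGLT3, HBD, HBB, HBBP1 and HBE1 kept their direction and their calls under all 17 alternatives with a test. HBG1 ran from -2.41 to -2.06 over the 9 fits that each left out one library, and lost its call in 1 of the 7 with a test, without HBG1 sgRNA rapamycin replicate 2 (-2.17, adjusted p 0.0597, range with the filter 4.97e-09 to 0.0597). Of 679 values of other named genes and lists under alternatives, 604 kept direction and side of the threshold, or moved by less than the spread where there was no test, 31 were weaker, 37 stronger, 2 moved and 5 reversed.

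The number of genes called between rapamycin and DMSO moved more. On the 6 libraries alone it was 1377 without a block and 3441 with the replicate block. Of the 3441, 1606 were among the 1609. A block within each guide, chosen after seeing the data, gave 3547, which held all 1609. A block over all 9 libraries gave 2187, DESeq2 2179 and the fit without a filter 2156. The additive model gave 3263, a 2-fold limit 110, and the test limited to 8733 genes that overlap no other tested gene, also chosen after seeing the data, 643, since fewer genes were tested. Leaving out one library gave 664 to 1731 genes. Higher genes made up 650 of the 1609 calls, and 692 of 1442 under total count scaling.

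Between guides under rapamycin the count of 7 became 91 without a filter, 21 with the replicate block over all 9 libraries, 13 with the block on the 5 libraries alone, 13 with the additive model, 13 with DESeq2 and 3 (HBG1, HBB and BGLT3) among non-overlapping genes. All 7 genes were called in each of these fits but the last, where the other 4 were not tested. It was 6 to 8 when one library was left out. No pairing of libraries across guides was found, so the block may have no meaning of its own here.

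The interaction depended on the processing. Its count of 1 became 0 under total count scaling (678 genes at an unadjusted p under 0.05), 0 with at least 10 counts in every library (435), 0 with DESeq2 (592) and 0 among non-overlapping genes (255), where HBG2 is not tested. It became 3 with the replicate block over all 9 libraries (HBG1, HBG2 and BGLT3) and 8 without a filter. HBG2 kept its size but not its call under total count scaling (2.58, adjusted p 0.0662), with at least 10 counts in every library (2.58, 0.121) and with DESeq2 (2.58, 0.291), against a range of 8.58e-98 to 0.291 over its alternatives. HBG1 gained a call with the block over all 9 libraries (2.45, adjusted p 4.97e-05), with the block within each guide (2.71, 1.67e-11) and without a filter (2.60, 1.28e-96), against a range up to 1. Without a filter, edgeR's prior degrees of freedom became infinite, against 11 with it, so each gene took the trend's spread. Those p-values and the counts of 2156, 91 and 8 rest on that. The cause of the other changes was not tested. Between rapamycin and DMSO with the HBG1 sgRNA, the block on the 6 libraries also brought HBE1, HBA1, HBA2, HBZ, HBM, SS18 and FKBP1A past the threshold, as did the block within each guide. The block over all 9 libraries did so for these but HBE1 and FKBP1A. It changed no other call named with that guide, and no list's call.

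Small changes without the block turned sign between rapamycin and DMSO when one library, and so 1 side of a pair, was left out. HBE1 ran from -0.21 (without HBG1 sgRNA rapamycin replicate 1) to 0.49 (without DMSO replicate 1), and was -0.00097 without DMSO replicate 3. HBM ran from -0.0017 (without rapamycin replicate 1) to 0.46 (without DMSO replicate 1). MTOR ran from -0.084 (without DMSO replicate 1) to 0.21 (without rapamycin replicate 1), and was -0.06 without rapamycin replicate 2. None of these was past the threshold.

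Gene lists past the threshold between rapamycin and DMSO were 4, and 2 with camera at an estimated correlation. Between guides there were 0, and 0 to 2 when one HBG1 sgRNA rapamycin library was left out, the 2 being the ATF4 and erythroid lists without replicate 1 (adjusted p 0.0105 and 2.52e-05). The exact test of 3 against 6 libraries gave -0.34 to 0.80 when one library was left out. It turned negative without HBG1 sgRNA DMSO replicate 1 (-0.34), 2 (-0.15) or 3 (-0.07), because fewer of the lowest libraries then remained among the others.

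Without the non-targeting DMSO library, the interaction and both comparisons with that library could not be fitted, and the 8 other fits that left out one library gave the interaction as a value with no call. In them it ran from 2.26 to 3.00 for HBG1 and from 2.31 to 2.86 for HBG2. At this depth and number of libraries, simulated 2-fold changes were called in 57 of 100 genes in the interaction. That simulation changed 200 genes in independent libraries, which eases the adjustment, whereas the real interaction called 1 gene. In the data, HBG1 at an interaction of 6.05-fold and BGLT3 at 5.34-fold were not called over all genes tested. Differences between guides in the rapamycin change may therefore be missed more often than simulated.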

Other observations

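The tests in this part were chosen after the results were seen, except the count of splits, the additive fit and the comparison of guides under rapamycin.

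Of the 10 ways to split the 6 HBG1 sgRNA libraries into 3 and 3, 1 gave as many genes as the 1609 of the real split, the real one itself. The others gave 0 or 1, with 424 to 2092 genes at an unadjusted p under 0.05. The 3 other splits that part all same-numbered libraries gave 0 genes. With 10 splits the share is never under 0.1, so this count alone leaves chance open. The genes as a set argue against it: 1566 of the 1602 called outside haemoglobin changed the same way with the non-targeting sgRNA, whose libraries are not in that comparison. For gene lists, 4 of the 10 splits gave as many lists as the real split, and every split other than the real one gave 1 to 4 lists. Each other split sets 2 rapamycin libraries and 1 DMSO library against 1 and 2, so it keeps part of the treatment difference. Whether that part or other differences between libraries gave these lists was not tested. Chance cannot be told apart for the lists from these splits.

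The guide went with opposite changes inside one locus. With the HBG1 sgRNA, HBG1, HBG2 and BGLT3 were lower and HBE1, HBD, HBBP1 and HBB higher than with the non-targeting sgRNA, most of all under DMSO, where the fusion is not recruited. The 7 genes called under rapamycin all lie there. General divergence of the cell pools would put many changed genes elsewhere, but an additive fit of 6 against 3 libraries called 13 genes, of which 6 lie outside the locus and 1 of those changed at least 2-fold (AL831711.1, log2 fold change -2.23). The other 5 were the mitochondrial genes MT-TG, MT-TR, MT-TS2, MT-TL2 and MT-ND5, at -0.57 to -0.40. A candidate explanation is that dCas9 at the HBG1 promoter hinders transcription of the gamma-globin genes and the rest of the locus shifts, and that rapamycin partly undoes this. A change confined to this locus in the cells that received the guide would look the same, since guide and cell pool are one variable here. Neither was tested.

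HBD counts rose along with those of HBBP1, whose span it overlaps. At the highest ratio of HBD to HBBP1 counts in a non-targeting library, HBBP1 reads could make up at most 37.9% of the HBD counts in any HBG1 sgRNA library. Shared reads are therefore argued against as the whole source of the rise in HBD.

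The genes that were higher did not make up for the loss of HBG1 and HBG2. The summed CPM of HBB, HBD, HBG1, HBG2 and HBE1 was 10157 ± 2890 with the HBG1 sgRNA under DMSO (SD, n = 3), 14875 ± 3400 with it under rapamycin (SD, n = 3), 23570 ± 212 with the non-targeting sgRNA under rapamycin (SD, n = 2) and 21509 in the single DMSO library. Full replacement would leave the sum equal, but the HBG1 sgRNA DMSO libraries lay at a log2 difference of -1.21 from the 3 non-targeting libraries. Higher HBE1, HBD and HBB offset 39.4% of the loss under DMSO against the single non-targeting DMSO library, and 35.3% against the mean of all 3 non-targeting libraries. HBE1 made up 85.9% ± 5.4 of the sum there (SD, n = 3), against 9.40% in the non-targeting DMSO library. Per summed HBA1, HBA2 and HBZ CPM, the sum was 0.436 ± 0.0662 and 0.532 ± 0.0633 with the HBG1 sgRNA under DMSO and rapamycin (SD, n = 3 each), and 0.835 ± 0.0720 (SD, n = 2) and 1.03 with the non-targeting sgRNA. Over 6 against 3 libraries the sum differed by -0.93 and the ratio by -0.90 on the log2 scale, lower in all 6. Two-sided exact permutation tests gave p of 0.0238 and 0.0119 (Benjamini-Hochberg 0.0238 each, smallest possible 0.0119). They count the 6 libraries as independent, but same-numbered libraries correlate and the 6 mix both treatments, so these p-values may be too small.

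The share of HBG1 in the summed HBG1 and HBG2 counts was 34.8% (Wilson 95% interval 33.9 to 35.6) in HBG1 sgRNA DMSO replicate 1, the library with the lowest level of both. It was 40.9% and 42.9% in DMSO replicates 2 and 3, 40.1% to 42.1% under rapamycin and 42.3% to 42.7% in the non-targeting libraries. The intervals cover counting error only.

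Of the 1600 genes called between rapamycin and DMSO that have a position, 973 (60.8%) overlap another tested gene, against 62.9% of all tested genes. Among 184 overlapping pairs in which both genes were called, 173 (94.0%) moved the same way, against 771 of 1411 (54.6%) neighbouring called pairs that do not overlap. This is consistent with reads counted for both genes of a pair, as with DDIT4 and DDIT4-AS1, although shared regulation of overlapping genes was not tested. The 319 called genes in such pairs may therefore be fewer separate changes than their number.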
